# The role of the Xist 5’ m6A region and RBM15 in X chromosome inactivation

**DOI:** 10.12688/wellcomeopenres.15711.1

**Published:** 2020-02-17

**Authors:** Heather Coker, Guifeng Wei, Benoit Moindrot, Shabaz Mohammed, Tatyana Nesterova, Neil Brockdorff

**Keywords:** X chromosome inactivation, Xist RNA, m6A, Rbm15

## Abstract

**Background**: X chromosome inactivation in mammals is regulated by the non-coding (nc) RNA, Xist, which represses the chromosome from which it is transcribed.  High levels of the N6-methyladenosine (m6A) RNA modification occur within Xist exon I, close to the 5’ end of the transcript, and also further 3’, in Xist exon VII. The m6A modification is catalysed by the METTL3/14 complex that is directed to specific targets, including Xist, by the RNA binding protein RBM15/15B. m6A modification of Xist RNA has been reported to be important for Xist–mediated gene silencing.

**Methods**: We use CRISPR/Cas9 mediated mutagenesis to delete sequences around the 5’ m6A region in interspecific XX mouse embryonic stem cells (mESCs).  Following induction of Xist RNA expression, we assay chromosome silencing using allelic RNA-seq and Xist m6A distribution using m6A-seq. Additionally, we use Xist RNA FISH to analyse the effect of deleting the 5’ m6A region on the function of the endogenous Xist promoter. We purify epitope tagged RBM15 from mESCs, and then apply MS/MS analysis to define the RBM15 interactome.

**Results**: We show that a deletion encompassing the entire Xist 5’ m6A region results in a modest reduction in Xist-mediated silencing, and that the 5’ m6A region overlaps essential DNA elements required for activation of the endogenous Xist promoter. Deletion of the Xist A-repeat, to which RBM15 binds, entirely abolishes deposition of m6A in the Xist 5’ m6A region without affecting the modification in exon VII. We show that in mESCs, RBM15 interacts with the m6A complex, the SETD1B histone modifying complex, and several proteins linked to RNA metabolism.

**Conclusions**: Our findings support that RBM15 binding to the Xist A-repeat recruits the m6A complex to the 5’ Xist m6A region and that this region plays a role in Xist-mediated chromosome silencing.

## Introduction

X chromosome inactivation (XCI) is the mechanism that evolved in mammals to equalise levels of X-linked gene expression in XX females relative to XY males (reviewed in Heard *et al.*, 1997). The XCI process is regulated by a 17kb non-coding RNA, Xist (reviewed in Gendrel & Heard, 2014). Xist RNA is expressed from the future inactive X chromosome (Xi) in cells of early embryos, and accumulates in cis over the length of the chromosome from which it is transcribed, triggering recruitment of factors that modify the underlying chromatin and repress gene transcription.

Recent studies identified key RNA binding proteins (RBPs) that function in Xist-mediated chromosome silencing ( Chu *et al.*, 2015; McHugh *et al.*, 2015; Minajigi *et al.*, 2015; Moindrot *et al.*, 2015; Monfort *et al.*, 2015). Amongst these are the related RBPs SPEN and RBM15, both of which have been reported to bind to a tandemly repeated element at the 5’ end of Xist, the A-repeat ( Cirillo *et al.*, 2016; Lu *et al.*, 2016; Monfort *et al.*, 2015; Patil *et al.*, 2016), shown in previous work to be the critical element required for Xist-mediated chromosome silencing ( Wutz *et al.*, 2002). SPEN directs recruitment of the NCoR-HDAC3 corepressor complex, which catalyses histone deacetylation, and this is thought to account for its function in XCI, at least in part ( McHugh *et al.*, 2015). RBM15, on the other hand, has been shown to interact with the METTL3/14 complex that catalyses the N6-methyladenosine (m6A) modification on mRNA ( Horiuchi *et al.*, 2013; Patil *et al.*, 2016). Consistent with this observation, transcriptome-wide m6A mapping analysis has revealed a major site of m6A deposition immediately 3’ of the A-repeat in mouse ( Linder *et al.*, 2015; Nesterova *et al.*, 2019) and human Xist/XIST RNA ( Dominissini *et al.*, 2012; Patil *et al.*, 2016). Other heavily m6A-modified sites on Xist RNA include a region in exon VII of mouse Xist RNA, 3’ of another tandem repeat element, the E-repeat.

Building on initial evidence that RBM15 and the protein WTAP, a regulatory subunit of the METTL3/14 complex, play a role in Xist-mediated chromosome silencing, Patil *et al.* (2016) reported that depletion of RBM15 and the homologous protein RBM15B, or of METTL3, the core catalytic subunit of the m6A complex, strongly abrogates Xist-mediated silencing. It was further reported that YTHDC1, a nuclear protein that recognises and binds to m6A sites on RNA, is critically required for chromosome silencing by Xist RNA, a finding that was substantiated by tethering the protein to Xist transcripts in the absence of m6A methylation. Set against these findings, we recently performed a systematic analysis of different factors implicated in Xist-mediated chromosome silencing in mouse embryonic stem cells (mESCs), and found that while RBM15 and the m6A complex do play a role, the magnitude of the effect is relatively modest ( Nesterova *et al.*, 2019).

The interpretation of experiments that perturb the function of the METTL3/14 complex are complicated by the fact that the m6A modification has a fundamental role in RNA metabolism and translation ( Yue *et al.*, 2015; Zaccara *et al.*, 2019), and as such, effects on Xist-mediated silencing could be indirect and/or independent of m6A modification of Xist transcripts. To address this issue, we previously reported that overlapping partial deletions within the major 5’ m6A region in Xist RNA have little or no effect on Xist-mediated silencing ( Nesterova *et al.*, 2019). To extend these findings, we show here that a larger deletion encompassing the entire 5’ m6A region similarly has only a small effect on Xist-mediated silencing. In related experiments we show the 5’ m6A region overlaps with the major Xist enhancer required for Xist gene activation during normal development, providing an explanation for previous reports implicating this region in Xist promoter activity ( Hoki *et al.*, 2009; Royce-Tolland *et al.*, 2010). Additionally, we show that the Xist A-repeat is critical for m6A deposition at the exon I m6A region, but not at the exon VII peak. Finally, we analyse the RBM15 interactome in mESCs, demonstrating strong association with the m6A complex and several other factors, including, as observed previously, the SET1B complex that catalyses histone H3K4 methylation ( Lee & Skalnik, 2012).

## Methods

### ES cell culture

ES cells were grown in Dulbecco’s Modified Eagle Medium (DMEM, Life Technologies) supplemented with 10% foetal calf serum (Seralab), 2 mM L-glutamine, 0.1 mM non-essential amino acids, 50 µM β-mercaptoethanol, 100 U/ml penicillin / 100 µg/ml streptomycin (all Life Technologies) and 1000 U/ml leukemia inhibitory factor (LIF, made in-house). All ES cells were grown on gelatinised plates at 37°C in a humid atmosphere with 5% CO _2_. XT67E1 ES cells were grown in feeder-free conditions, whilst iXist-ChrX ESC and emGFP-PreScission-RBM15 ESC were grown using Mitomycin C-inactivated mouse fibroblasts as feeders. Xist expression was induced by the addition of 1–1.5 µg/mL doxycycline (Dox) (Sigma, D9891) for 24 hrs.

Differentiation of XT67E1 ES cells was achieved using retinoic acid (RA) for three days. Briefly, cells were seeded at 2.5 × 10 ^4^ cells/cm ^2^ and allowed to attach overnight in ES media. ES media without LIF but containing a final concentration of 10 ^-6^ M RA (Sigma) was used to culture the cells subsequently for a further two days, when the cells were seeded onto coverslips for RNA-FISH. After a third day cultured with RA, cells were then cultured for a fourth day in ES media without LIF or RA and then harvested.

### Generation of mES cell lines

The XT67E1 m6A deletion XX ES line (129/PGK) was derived from cells described previously ( Penny *et al.*, 1996), and in which Xist is only expressed from the PGK allele. Here, the functional PGK-derived Xist allele was targeted using CRISPR-mediated homologous recombination: cells were transfected using Lipofectamine 2000 (Life Technologies) according to the manufacturer’s instructions with equimolar amounts of the sgRNA-expressing plasmid (0.85 ug, pX459v2-HC_Xist1_843; 5’ CTTAAACTGAGTGGGTGTTC 3’) together with the targeting vector (1.5 ug pBSK_XistEV_deltam6A), containing homology arms 892 bp upstream and 1419 bp downstream of the 177 bp deletion of Xist. After 18 hrs transfected cells were passaged to 90 mm gelatinised Petri dishes and 1.5 μg/mL puromycin applied 5 hrs later. Cells were grown under puromycin selection for two days and then without puromycin for a further 6–8 days, until colonies were picked. Selected clones were screened for deletion of the m6A-containing region using PCR (Eppendorf flexlid Mastercycler nexus GX2 Gradient Eco PCR machine) with primers flanking the deleted genomic DNA (forward primer, Dbl m6A targeting Primer1F: 5’ TTTTTTTTCACGGCCCAACGGGGCG 3’ and reverse primer, Dbl m6A targeting_Primer2R: ATACCGCACCAAGAACTTGAGCC), Invitrogen Taq DNA Polymerase (18038-042) and cycling conditions of 94°C for 2min, followed by 30 cycles comprised of 94°C for 30 sec, 55°C for 30 sec, 72°C for 1 min, then finally 72°C for 5 min before being validated by Sanger sequencing.

To generate the iXist-ChrX_11C m6A deletion ES line, interspecific (129/Sv-Cast/Ei) XX ES cells with a tetracycline-inducible promoter on the *M.m.domesticus* Xist allele and rtTA expressed from the TIGRE locus (described in detail in Nesterova *et al.* (2019)), were further modified using CRISPR-mediated homologous recombination as detailed above, using the sgRNA expressing plasmid (2 ug, pX459v2-HC_Xist1_843; CRISPR target: 5’ CTTAAACTGAGTGGGTGTTC 3’) and targeting vector (2 ug, pBSK_XistEV_fulldeltam6A, containing homology arms 815 bp upstream and 1251 bp downstream of the 355 bp deletion of Xist). After 18 hrs transfected cells were passaged to 90 mm gelatinised Petri dishes with feeders. Puromycin selection and PCR screening was carried out as detailed above, and clones validated by Sanger sequencing.

To generate the iXist-ChrX_A_2 ES cell lines containing a precise deletion of the Xist A-repeat region, CRISPR-mediated homologous recombination was performed in iXist-ChrX cells as described above. Briefly, cells were transfected with 1 μg of each sgRNA (Plasmid 1703_sg_Xist_TNK404_2A-PuroV2; 5’ ttttttttCACGGCCCAACG 3’ and Plasmid 1704_sg_Xist_TNK410_2A-PuroV2; 5’ tccttagcccatcggggcca 3’) and 3 μg of targeting vector (Plasmid 1705_pBS_Xist_delA_dom, containing 328bp (5’) and 385bp (3’) homology regions surrounding the A-repeats. Puromycin selection was applied 48 hrs after transfection for two days. Clones were identified by PCR screening and Sanger sequencing and further validated by Southern blot.

The emGFP-PreScission-RBM15 cell line was derived from XY 3E ES cells, containing rtTA integrated into the Rosa26 locus and random integration of Dox-inducible Xist transgene into chr17 ( Tang *et al.*, 2010). In these cells, the puromycin resistance cassette at Rosa26 locus was replaced with hygromycin resistance ( Moindrot *et al.*, 2015). Then, cells were transfected and screened for stable integration of the pTRE-emGFP-PreScission-RBM15 plasmid. Cells treated with 1µg/mL Dox for 24hr simultaneously induce Xist RNA and emGFP-PreScission-RBM15 protein expression.

### RNA-FISH

Cells were plated on 22mm ^2^ glass coverslips and grown overnight. After 24 hr Xist induction, coverslips were washed twice with PBS, fixed using 3.7 % formaldehyde for 10 min at room temperature and then after a brief PBS wash, permeabilised for 10 min with 0.5% Triton X-100 (Sigma) at room temperature. Coverslips were then washed two times in 70% ethanol and either stored in 70% ethanol at 4°C until use or dehydrated (80%, 95%, 100% ethanol, 5 min each, RT) and air dried, before overnight hybridisation at 37°C in a humid chamber with Xist probe, diluted in 2X hybridisation buffer (5X SSC, 12.5% dextran sulfate, 2.5 mg / mL BSA (NEB)). The Xist probe was generated from an 18 kb cloned cDNA spanning the whole Xist transcript as previously described ( Moindrot *et al.*, 2015; Nesterova *et al.*, 2019). After incubation, slides were washed three times for 5 minutes each with 2X SSC / 50% formamide at 42°C followed by three washes of 5 minutes each with 2X SSC at 42°C. Slides were mounted with Vectashield containing DAPI (Vector labs) and sealed with nail varnish. Coverslips were visualised using a 63X oil immersion objective and a Zeiss Axio Observer Z1 microscope.

### Co-immunoprecipitation (co-IP) assays

Nuclear extracts were prepared using mESC grown without feeders for the last passage, as described in ( Pintacuda *et al.*, 2017) using Benzonase. The coupling of in-house GFP-nanobodies to M-280 Tosyl-activated Dynabeads (Thermo-Fisher; #14204) was performed as described in ( Pintacuda *et al.*, 2017). Co-IP assays were performed in mESC treated for 24hr with 1µg/mL Dox to induce emGFP-PreScission-RBM15 expression, as well as to untreated cells for control-IP. To do so, 115µg of nanobodies coupled to Dynabeads were added to 18mg of mESC nuclear extract for 4 hrs at 4°C, in a total volume of 8mL IP buffer (350mM NaCl, 10% glycerol, 20mM Hepes pH7.9, 0.5mM EDTA, 0.2% Tween20, 0.5mM DTT and 1X Complete EDTA-free Protease inhibitor (Roche)). The beads were then washed six times with IP buffer containing 0.4% Tween 20, then once with PreScission buffer (50mM Hepes pH7.9, 150mM NaCl, 1mM EDTA, 1mM DTT and 1X Protease inhibitor). Beads were finally resuspended in a total of 160µL PreScission buffer supplemented with 0.6µL PreScission Protease (GE Healthcare #27-0843-01) and incubated overnight at 4°C while rotating. The elution mix was then adjusted to 0.05% SDS and incubated 10min at 10°C while shaking. The eluate was finally collected for SDS-PAGE, western-blot and mass-spectrometry analyses. Western blot analysis was carried out as detailed previously ( Nesterova *et al.*, 2019), with samples separated using a polyacrylamide gel and transferred onto PVDF membrane by semi-dry transfer. Membranes were blocked in TBS-T containing 5% w/v Marvell milk powder. Blots were incubated overnight at 4 ^°^C with either anti-Ring1B (1:3000, purified from hybridoma cells, gift from H. Koseki) or anti-RBM15 (1:3500, ProteinTech #10587-1-AP). After washing four times for 10 min with TBS-T, blots were incubated for 1hr with secondary antibody conjugated to horseradish peroxidase. After washing three times for 5 min with TBS-T, bands were visualised using ECL (GE Healthcare).

### Mass-spectrometry

Digestion of proteins was achieved using a Filter Aided Sample Preparation (FASP) protocol ( Wiśniewski *et al.*, 2009). Briefly, Vivacon 500 filters (Sartorius, VN01H02 10 kDa/VNCT01) were washed with 0.1% trifluoroacetic acid in 50% acetonitrile. The beads were loaded on the filter in 8 M urea in 100 mM AB for 30 minutes at rt. On-bead proteins were reduced (10 mM TCEP, 30 minutes, rt), alkylated (50 mM chloroacetamide, 30 min, rt in the dark) and washed (2 × 1 M urea in 50 mM AB). The proteins were subjected to tryptic digestion (0.2 µg enzyme, Promega, 1 M urea in 50 mM AB) overnight at 37°C.

Trypsinised peptides collected from the filtrate were dried and resuspended in 5% formic acid and 5% DMSO. LC-MS/MS analysis was carried out on an Ultimate 3000 ultra-HPLC system (Thermo Fisher) coupled to a QExactive mass spectrometer (Thermo Fisher). The peptides were trapped on a C18 PepMap100 pre-column (300 µm i.d. × 5 mm, 100 Å, Thermo Fisher) using solvent A (0.1% formic acid in water) at a pressure of 500 bar, then separated on an in-house packed analytical column (75 µm i.d. packed with ReproSil-Pur 120 C18-AQ, 1.9 µm, 120 Å, Dr. Maisch GmbH) using a linear gradient (length: 60 minutes, 15% to 35% solvent B (0.1% formic acid in acetonitrile), flow rate: 200 nl/min). Data were acquired in a data-dependent mode (DDA). Full scan MS spectra were acquired in the Orbitrap (scan range 350–1500 m/z, resolution 70000, AGC target 3 × 106, maximum injection time 50 ms). The 10 most intense peaks were selected for HCD fragmentation at 30% of normalised collision energy (resolution 17500, AGC target 5 × 104, maximum injection time 120 ms) with first fixed mass at 180 m/z.

### m6A-seq

m6A-seq was based on the method by Dominissini *et al.*, with minor modifications ( Dominissini *et al.*, 2013). Briefly, total RNA was extracted from pre-plated ES cells, inducing Xist by adding Dox for 24 hours, under reducing conditions using the Trizol reagents and then subjected to DNase I treatment as per the manufacturers’ instructions. RNA was fragmented by incubation for 6 min at 94°C in thin-walled PCR tubes with fragmentation buffer (100 mM Tris-HCl, 100 mM ZnCl _2_). Fragmentation was quenched using stop buffer (200 mM EDTA, pH 8.0) and incubation on ice, before ensuring the correct size (~100 bp) using RNA Bioanalyzer. Approximately 300 ug of total RNA was incubated with 12.5 ug anti-m6A antibody (Synaptic Systems, 202 003), RNasin (Promega), 2 mM VRC, 50 mM Tris, 750 mM NaCl and 5% Igepal CA-630 in DNA / RNA low-bind tubes for 2 hrs before m6A-containing RNA was isolated using 200 ul Protein A magnetic beads per IP (pre-blocked with BSA). After 2 hour incubation, extensive washing (1x IP buffer [10mM Tris-pH7.4, 150mM NaCl, 0.1%NP-40], 2x LowSalt buffer [50mM Tris-pH7.4, 50mM NaCl, 1mM EDTA, 1%NP-40, 0.1%SDS], 2x HighSalt buffer [50mM Tris-pH7.4, 1M NaCl, 1mM EDTA, 1% NP-40, 0.1%SDS], 1xIP buffer) were carried out to remove the unspecific binding. 6.7 mM m6A (Sigma) was used to elute RNA from the beads. Input and eluate samples, together with (ThermoFisher) were EtOH co-precipitated, quantitated and pooled as libraries generated using (Illumina) according to manufacturer’s instructions, but skipping the fragmentation step. 75 bp single reads were obtained using Illumina NextSeq500 sequencer.

### Data analysis

***Chromatin RNA-seq and data analysis.*** Chromatin RNA was extracted from one confluent 15 cm dish of pre-plated, feeder free mESCs as described in detail by ( Nesterova *et al.*, 2019), quantified and 1µg of RNA used for library preparation using the Illumina TruSeq stranded total RNA kit (RS-122-2301) and KAPA Library Quantification DNA standards (Kapa biosystems, KK4903). Two biological replicas of each experiment were carried out and 2X 81 paired end sequencing was performed using Illumina NextSeq500 (FC-404-2002). Chromatin RNA-seq data mapping and scripts for analysis were detailed previously ( Nesterova *et al.*, 2019), with silencing quantified using the difference in allelic ratios between uninduced and induced samples, such that

$$Gene\;silencing\;\;\left(z\right)={\left[\frac{Xi}{Xi+Xa}\right]}_{Dox}-{\left[\frac{Xi}{Xi+Xa}\right]}_{NoDox}$$

The silencing degree was compared to our previously published dataset ( Nesterova *et al.*, 2019), in which we comprehensively assayed the silencing contribution for factors/pathways involved in Xist-mediated silencing and Xist elements they bound to.

***m6A-seq and data analysis.*** For conventional m6A-seq data, we first removed the rRNA reads computationally by mapping the single-end reads to the mouse rRNA build with Bowtie2 (v2.2.6) ( Langmead & Salzberg, 2012). The remaining unmapped reads were then aligned to mm10 genome by STAR (v2.5.2b) ( Dobin *et al.*, 2013) with “--single-end” mode. BigWig files were generated by Bedtools (v2.25.0) ( Quinlan & Hall, 2010), normalized to 10 million mapped reads (see *Software availability*; Wei, 2020), and visualized in IGV or UCSC browsers.

***Mass-spectrometry analysis.*** Peptide identification and quantification were performed by MaxQuant (version 1.5.0.35i) ( Cox & Mann, 2008). MSMS spectra were searched against the Mus musculus UniProt Reference proteome (Proteome ID UP000000589, retrieved 12/01/17) alongside a list of common contaminants. The search results were filtered to a 1% false discovery rate (FDR) for proteins, peptides and peptide-spectrum matches (PSM).

For the RBM15 interactome, all hits annotated as contaminants were rejected. Then, all identified hits were compared with those identified in control-IP experiment, where emGFP-PreScission-RBM15 expression was not induced. Proteins identified in both replicates and more than eight-fold enriched in emGFP-RBM15 expressing cells compared to control-IP were classified as RBM15 interactors and kept for subsequent STRING analysis ( https://string-db.org/). STRING was performed using the following settings: 'meaning network edges' = confidence, 'minimum required interaction score' = medium confidence (0.400), 'hide disconnected nodes in the network' selected, 'kmeans clustering' = six clusters.

## Results

### Role of the 5’ Xist m6A region in Xist-mediated silencing

In recent work we determined the contribution of m6A to Xist RNA silencing function by analysing mESC lines with gene knockouts for the METTL3/14 complex subunits METTL3, WTAP, and RBM15 ( Nesterova *et al.*, 2019). Additionally, because of confounding effects from m6A loss of function genome wide, we analysed overlapping deletions within the major m6A peak at the 5’ end of the Xist transcript ( Figure 1A, XistΔm6A/3A and XistΔm6A/11G), in iXist-ChrX, an interspecific (M. castaneus x 129S XX) mESC cell line with a Dox inducible Xist transgene on one X chromosome (129S allele). XistΔm6A/3A resulted in a small deficit in Xist-mediated silencing whereas XistΔm6A/11G had no effect at all.

**Figure 1.**
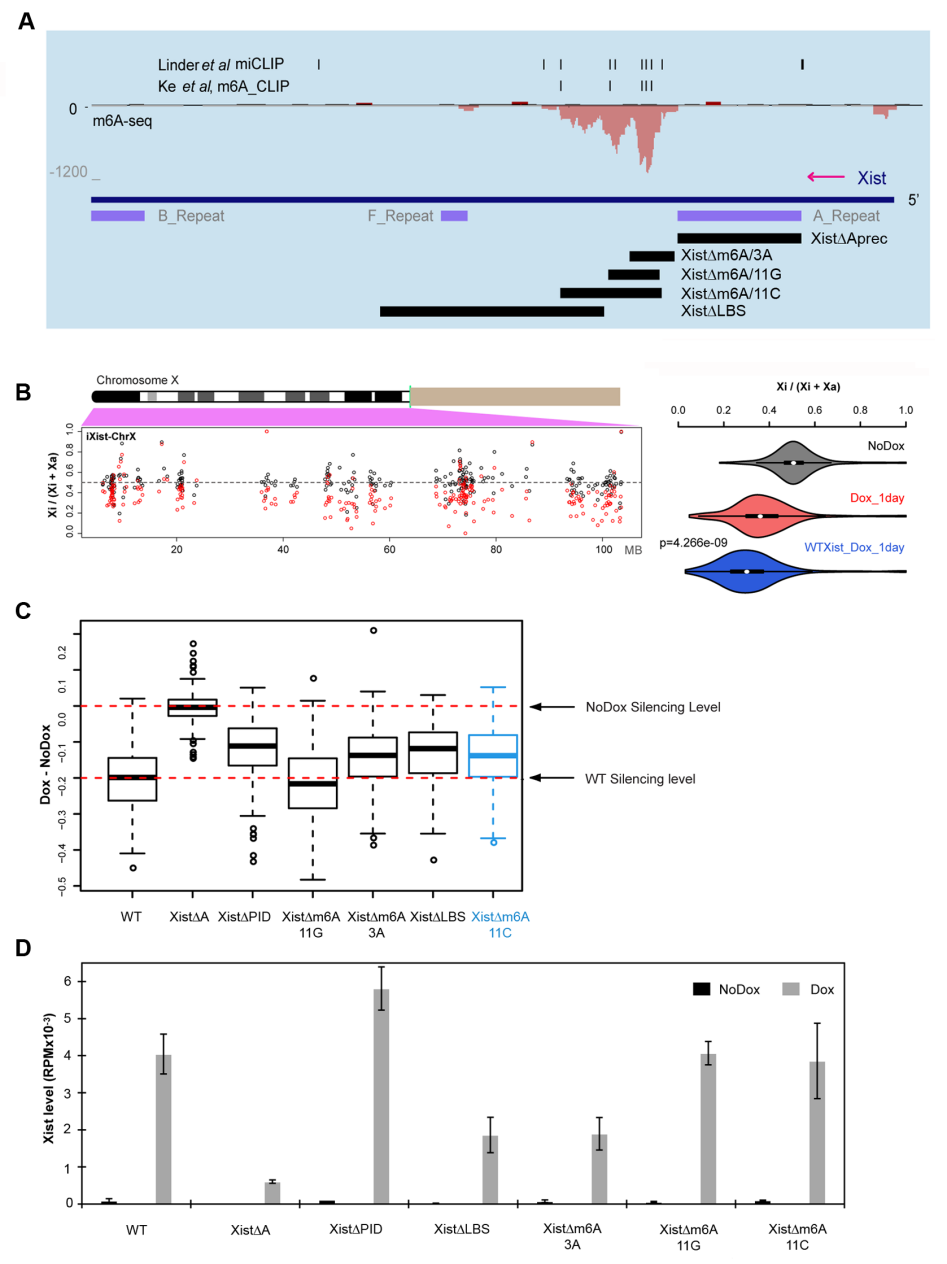
Deletion of the m6A modified region in Xist exon I has a small effect on silencing. **A**) Schematic illustrating Xist exon I surrounding the major 5’ m6A region, highlighting m6A-seq data from Nesterova *et al.*, 2019, the location of individual m6A consensus sites identified by Linder *et al.*, 2015 and Ke *et al.*, 2017 (indicated by black vertical lines above), Xist tandem repeat sequences A, F and B, and Xist deletions analysed in this study or in Nesterova *et al.*, 2019. **B**) Silencing efficiency (Xi/(Xi+Xa)) for individual informative X-linked genes in XistΔm6A/11C mESCs either with (red) or without (black) Dox induction of Xist for one day (left), with violin plots (right) showing significant difference in silencing in XistΔm6A/11C compared to wild-type (WT) mESCs (Wilcoxon test). Number of genes included in the analysis = 267. **C**) Boxplots indicating silencing efficiency of XistΔm6A/11C mESCs compared to other Xist mutants analysed in Nesterova *et al.*, 2019. Red dashed lines indicate the no Dox level of chrRNA reads from the Xi compared to WT silencing. Number of genes included in the analysis = 249. **D**) The level of Xist RNA in reads per million (RPM) in the indicated cell lines with or without one day of Dox induction.

As both previously described deletions of the 5’ m6A region remove only a subset of the m6A consensus sites, it is possible that m6A at retained sites mask a more severe effect on silencing. 

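Xist is annotated in GENCODE M21 as gene ENSMUSG00000086503.4, a long non-coding RNA on the minus strand of chromosome X of GRCm38 (the mm10 build) from 103460366 to 103483254. The annotated transcript Xist-201 (ENSMUST00000127786.3) has 7 exons and a length of 17946 nucleotides, and exon 1 lies from 103473716 to 103483254. The guide that the paper gives for the XistΔm6A/11C deletion, CTTAAACTGAGTGGGTGTTC, matches this transcript at 1 place. It lies in exon 1 at nucleotides 881 to 900 from the 5’ end, on the same strand as the RNA, at 103482355 to 103482374 of chromosome X. As Xist encodes no protein, this site is exonic and in no UTR. The transcript from nucleotide 851 to 930, with the guide in its middle, reads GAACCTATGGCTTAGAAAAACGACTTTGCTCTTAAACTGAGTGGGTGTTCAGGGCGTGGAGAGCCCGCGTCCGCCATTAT.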

To investigate this possibility, we derived a new cell line with a deletion, XistΔm6A/11C, that encompasses the entire 5’ m6A region, as defined by m6A-seq analysis ( Figure 1A) ( Coker *et al.*, 2019; Nesterova *et al.*, 2019). We then assessed allelic silencing using ChrRNA-seq in XistΔm6A/11C relative to wild-type mESCs one day after inducing Xist RNA expression. 

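ChrRNA-seq measures RNA that stays with chromatin, which is mostly nascent transcript, so that a change in transcription is seen soon after Xist is switched on. The values used here come from iXist-ChrX mESCs, in which Dox drives Xist from the 129S X chromosome (Xi), while the Castaneus X chromosome (Xa) stays active. There were 1 WT library without Dox and 1 after 24 h of Dox, and 2 replicates of XistΔm6A/11C in each state. The authors counted read pairs with featureCounts (version 1.5.2) over whole gene spans of mm10, introns included and by strand, and deposited for each of 22556 genes the count of all read pairs and the counts assigned to each parental genome by sequence variants. The counts were not normalized. The WT libraries held 27022431 counts on genes without Dox and 27795782 with Dox. The XistΔm6A/11C libraries held 21551628 and 18893447 counts without Dox and 36007145 and 21079263 with Dox, in the order of the replicates. Between 44.6% and 47.1% of the counts of a library were assigned to a parental genome. For each gene, Xi/(Xi+Xa) without Dox was subtracted from that with Dox of the same replicate, and the median was taken over X-linked genes with a mean of at least 10 allelic counts, Xist left out. Of 505 such genes, 192 start distal of the start of Xist, and in every library the median 129S share of these 192 genes was at most 0.961%, so that they carry almost no allelic information. The alternative of only the 319 genes with a mean share from 0.1 to 0.9 without Dox, of which 13 lie distal of Xist, was set beside it, and these are called informative genes here. Confidence intervals cover counting error only, because the reads carry no molecular identifiers.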

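Over the 505 X-linked genes with enough allelic counts, the median change in Xi/(Xi+Xa) after Dox was -0.110 in WT, with a 95% interval from -0.113 to -0.0905 when the counts were resampled from binomial distributions. It was -0.0796 in XistΔm6A/11C replicate 1 (95% interval -0.0824 to -0.0588) and -0.0417 in replicate 2 (95% interval -0.0443 to -0.0215), a mean of -0.0607 ± 0.0268 (SD, n = 2). Both replicates were above WT by more than the counting error, but WT had 1 pair of libraries, so the difference from WT has no replicate check. The libraries also differed in composition, with and without Dox. Rmrp was between 4056 and 7638 RPM in XistΔm6A/11C, against 582 and 777 RPM in WT. Rpph1 was between 1902 and 6506 RPM, against 272 and 315 RPM in WT. A batch difference therefore cannot be told apart from the effect of the deletion. The alternative that moved the allelic medians most was the restriction to the 319 informative genes, with -0.199 in WT, -0.154 in replicate 1 and -0.124 in replicate 2. Of the 318 informative genes with a value in every pair, 185 (58.2%) were less silenced than WT in both XistΔm6A/11C replicates, where an arbitrary order of the 3 pairs gives 33.3%, and 42 (13.2%) were more silenced in both. None of 10000 random autosomal lists, matched on allelic counts to the informative genes, had a median as low in any of these 3 pairs.
The total counts, in which both alleles are summed, gave another order. The median log2 change of 470 X-linked genes, relative to autosomal genes, was -0.57 in WT, -0.61 in XistΔm6A/11C replicate 1 and -0.39 in replicate 2. By this measure only replicate 2 fell less than WT. Relative to autosomal lists matched on transcript GC content, both replicates fell less (-0.51 and -0.42, against -0.57 in WT). That comparison was chosen after the results were seen. Relative to lists matched on expression and gene length, replicate 1 still fell more than WT (-0.59 against -0.56) and replicate 2 less (-0.39). In the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment and without the pairing, none of 15140 genes had an adjusted p under 0.05 with Dox in XistΔm6A/11C. An unadjusted p under 0.05 was found for 173. This does not show that no gene changed, as Xist rose 31.4-fold and 53.5-fold in the replicates and did not pass. In simulated counts this design recovered 11% of genes changed by 2-fold or more. With the replicate number as a block, 237 genes passed, among them Xist, which was higher, and 145 other X-linked genes, which were all lower. The deviations of same-numbered libraries from their group means had a correlation of 0.739 across genes. As a set, X-linked genes fell with Dox in XistΔm6A/11C (two-sided limma camera, adjusted p = 0.0215 over 3 gene-set tests without and adjusted p = 0.145 with the replicate block).

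**Figure D1:**
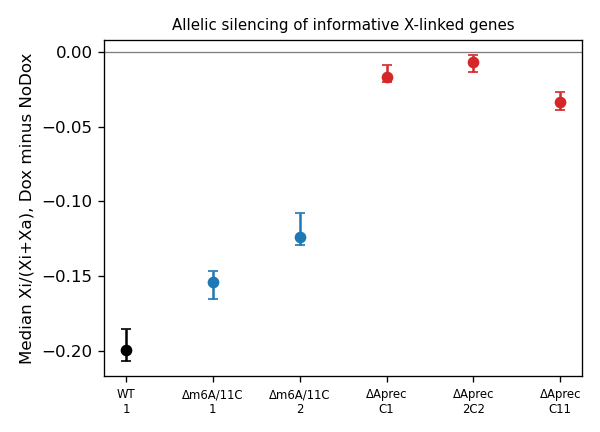
Median change in Xi/(Xi+Xa) between Dox and NoDox over informative X-linked genes (y axis) for each pair of libraries (x axis), with bars for the 95% interval of counting error. WT sits at -0.199, the XistΔm6A/11C replicates at -0.154 and -0.124, and the A-repeat deletion clones between -0.0338 and -0.00697.

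The paper compared the per-gene values of XistΔm6A/11C with those of WT by a Wilcoxon test (Figure 1B) and set them beside other Xist mutants (Figure 1C), and from these it states that the effect of the deletion is small.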

As shown in Figure 1B and 1C, XistΔm6A/11C resulted in a small reduction in silencing efficiency. The magnitude of the effect was significant relative to XistΔm6A/11G, which we previously reported to have no effect, and similar to that seen for the XistΔm6A/3A and the 3’ deletion XistΔLBS, with which it partially overlaps ( Figure 1A,C). The reduced silencing efficiency was apparent for genes across the whole of the Xi ( Figure 1B). 

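Chromosome X was divided into windows of 20 Mb, and windows with at least 5 genes were kept. The median change in Xi/(Xi+Xa) of informative genes was below 0 in WT in all 7 windows that held them, from -0.258 between 80 and 100 Mb to -0.034 between 120 and 140 Mb. Both XistΔm6A/11C replicates were less silenced than WT in 6 of the 7 windows. The gap to WT ranged there from 0.007 between 40 and 60 Mb to 0.062 between 100 and 120 Mb in replicate 1, and from 0.054 to 0.095 in replicate 2. In the remaining window, from 120 to 140 Mb, replicate 1 was at -0.040 and replicate 2 at 0.022. The total counts cover the whole chromosome, and in all 9 windows their median log2 change relative to autosomes was below 0 in WT (from -0.77 to -0.39) and in both XistΔm6A/11C replicates (from -0.77 to -0.23). With windows of 40 Mb, all 5 windows were below 0 in these pairs. No test was applied to the windows.

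**Figure D2:**
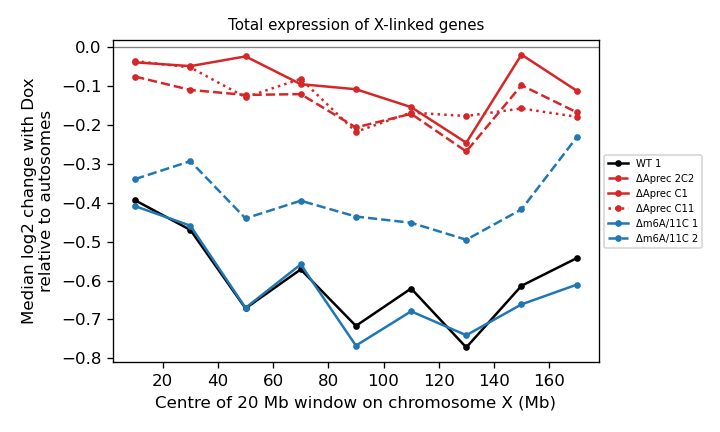
Median log2 change in total counts with Dox relative to autosomes (y axis) in windows of 20 Mb along chromosome X (x axis, window centre in Mb), 1 line per pair of libraries. WT and XistΔm6A/11C replicate 1 run close together between -0.77 and -0.39, XistΔm6A/11C replicate 2 is higher, and the A-repeat deletion clones lie between -0.27 and -0.02.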

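The level of Xist was computed in RPM over all counts on genes. In WT the value was 297 RPM without Dox (95% Wilson interval 291 to 304) and 5514 RPM with Dox (95% Wilson interval 5486 to 5542). XistΔm6A/11C had 92.8 ± 10.3 RPM (SD, n = 2) without Dox and 3858 ± 1015 RPM (SD, n = 2) with Dox. The replicates with Dox were at 3140 and 4576 RPM, which is 56.9% and 83.0% of the single WT library. The SD between the replicates is smaller than the distance of their mean from WT, but with 1 WT library the difference cannot be tested. The difference in library composition given above also cannot be told apart from it. After Dox, 99.9% of allelic Xist counts came from one genome in WT and in both XistΔm6A/11C replicates, and as this genome was taken as 129S for that reason, the counts do not test which parent it is. The log2 fold change of Xist with Dox was 4.18 in WT, without replicates, and 5.40 in XistΔm6A/11C (standard error 0.41, adjusted p = 0.0546 from edgeR's quasi-likelihood test). With the replicate block the same gene had a log2 fold change of 5.35 (adjusted p = 1.1e-51 from edgeR). With TMM effective library sizes in place of the totals, the Dox values were 5481 RPM in WT and 3802 ± 1480 RPM (SD, n = 2) in XistΔm6A/11C.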

Overall levels of Xist RNA following induction, as extrapolated from ChrRNA-seq data, were similar in XistΔm6A/11C and WT cells ( Figure 1D).

### The 5’ Xist m6A region is required for transcription from the endogenous Xist promoter

In the course of investigating the function of the Xist 5’ m6A region, we generated a deletion in a previously described XX mESC line, XT67E1, in which Xist expression is driven from the endogenous promoter in response to cell differentiation ( Penny *et al.*, 1996). In XT67E1 cells, a large deletion on the 129 allele, encompassing the Xist promoter and most of Xist exon I, enforces expression solely from the intact PGK Xist allele ( Figure 2A). We used CRISPR/Cas9 mediated mutagenesis to delete a 177bp region spanning the Xist 5’ m6A region from the intact Xist allele in XT67E1 XX mESCs, referred to herein as XT67E1Δm6A ( Figure 2B). Unexpectedly, XT67E1Δm6A cells failed to upregulate Xist gene expression upon differentiation, as determined by the absence of Xist RNA clouds using RNA FISH analysis ( Figure 2C and 2D).

**Figure 2.**
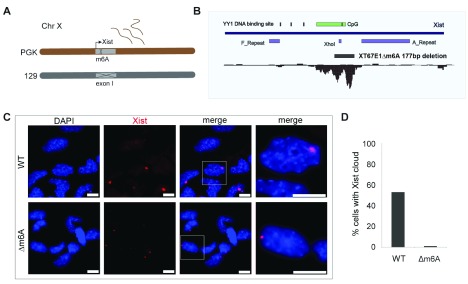
A deletion within the Xist 5’ m6A region blocks differentiation-induced Xist upregulation in an XX mESC model. **A**) Schematic indicating that XT67E1 interspecific (PGK x 129) XX mESCs have a large Xist exon I deletion on the 129 allele such that differentiation-induced Xist expression from the endogenous promoter occurs only from the PGK allele. ( **B**) In XT67E1Δm6A cells, a 177bp deletion was generated within the 5’ m6A region on the PGK allele. Schematic illustrates Xist exon I surrounding the 5’m6A region highlighting the location of the A-repeat, three previously characterised YY1 binding sites, and a XhoI restriction enzyme site (see text). An additional putative YY1 site located within the exon 1 CpG island (CpG) is deleted on XT67E1Δm6A allele. **C**) Examples of Xist RNA-FISH signal (red) in unmodified XT67E1 cells (WT), and XT67E1Δm6A (Δm6A) deletion, after four days of retinoic acid-induced ES cell differentiation. Selected areas (white box) are magnified in far-right panels. Scale bars represent 10 μm. DNA was counterstained with DAPI (blue). **D**) Xist RNA-FISH from **C**) quantified. The mean number of cells with an Xist RNA cloud was derived from two replicates with n = 100 cells scored per sample.

Previous work has reported an important role for the Xist A-repeat located at the 5’ end of the transcript in Xist expression from the endogenous promoter ( Hoki *et al.*, 2009; Royce-Tolland *et al.*, 2010), and whilst the 177bp deletion we characterise lies immediately downstream of the A-repeat, it is located within the region that was deleted in the aforementioned studies. Specifically, the XhoI restriction enzyme site highlighted in Figure 2B demarcates the 3’ limit of the deletion generated in Royce-Tolland *et al.* (2010), whilst the deletion described by Hoki *et al.* (2009) extends a small distance further 3’. Our results therefore suggest that the 5’ m6A region overlaps with the major Xist enhancer located in exon I that in a previous study was reported to include a cluster of YY1 binding sites in a region 4–600 nucleotides 3’ of the A-repeat ( Figure 2B) ( Makhlouf *et al.*, 2014). We note that a consensus binding site for YY1 is located within the 177bp deletion ( Figure 2B).

### The Xist A-repeat is required for deposition of m6A over the Xist 5’ m6A region

Although the Xist 5’ m6A region lies downstream of the Xist A-repeat, recruitment of the m6A complex at this site has been linked to the RBP RBM15/15B, which in human XIST binds specifically within the A-repeat, as determined by iCLIP-seq ( Patil *et al.*, 2016). 

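Clones of iXist-ChrX mESCs with the A-repeat deletion were profiled by the same ChrRNA-seq procedure, each without Dox and after 24 h of Dox. There were 3 clones, C1, 2C2 and C11, and their labels name the same kind of deletion for all of them. The deposited data of C11 carry another designation of the deletion than those of C1 and 2C2, so whether C11 has the same deletion is not known. The libraries held between 22949578 and 26081951 counts on genes without Dox (median 25742430) and between 27300014 and 27489603 with Dox (median 27469878). The sequences of both guides given for the deletion match Xist-201 at 1 place each, in exon 1. The guide tccttagcccatcggggcca lies at nucleotides 518 to 537 of the transcript, at 103482718 to 103482737 of chromosome X of GRCm38. The guide ttttttttCACGGCCCAACG lies at nucleotides 721 to 740, at 103482515 to 103482534. Both are upstream of the XistΔm6A/11C guide. The surrounding transcript from nucleotide 691 to 770 reads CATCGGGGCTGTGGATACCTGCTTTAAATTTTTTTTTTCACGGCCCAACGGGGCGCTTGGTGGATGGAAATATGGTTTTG.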

To directly test the requirement for the A-repeats in Xist 5’ m6A deposition in mouse, we used CRISPR/Cas9 mediated homologous recombination in iXist-ChrX XX mESCs to generate a precise deletion that removes the A-repeats but leaves all other sequences, including the m6A region, intact, referred to herein as XistΔAprec ( Figure 1A). 

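Over the 505 X-linked genes, the median change in Xi/(Xi+Xa) with Dox was -0.0018 in clone C1 (95% counting interval -0.0031 to 0), 0 in clone 2C2 (-0.00064 to 0) and -0.0032 in clone C11 (-0.0065 to -0.0024), a mean of -0.0017 ± 0.0016 (SD, n = 3 clones). Over the informative genes it was -0.0170 in C1, -0.00697 in 2C2 and -0.0338 in C11, a mean of -0.0193 ± 0.0135 (SD, n = 3 clones). Under both settings every clone was closer to 0 than WT and than both XistΔm6A/11C replicates. The exact two-sided permutation test of the 3 clones against the 2 XistΔm6A/11C replicates gave p = 0.2, the smallest p that this design allows. Of 318 informative genes, 263 (82.7%) were less silenced than WT in all 3 clones, where an arbitrary order gives 25%. Of 10000 random autosomal lists matched on allelic counts to the informative genes, 86 had a median as low as 2C2 and none as low as C1 or C11. The paper's text does not name the clones behind its 2 lines. C1 and 2C2 come closest to the values plotted in Figure 3A, which does not settle that they are those lines, and their mean over informative genes was -0.0120 ± 0.0071 (SD, n = 2).
In total counts, X-linked genes changed by a median log2 value of -0.09 in C1, -0.15 in 2C2 and -0.12 in C11 relative to autosomes. In the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 3 of 14866 genes passed the threshold with Dox over the 3 clones, all higher, and none of them X-linked other than Xist. The others were Rapgef4 (log2 fold change 3.12, standard error 0.21, adjusted p = 0.00525 from edgeR) and Cdh3 (log2 fold change 1.27, standard error 0.12, adjusted p = 0.0338 from edgeR). Both were also higher with Dox in the WT pair (Rapgef4 from 40.5 to 228 RPM, Cdh3 from 43.2 to 98.5 RPM). In the XistΔm6A/11C replicates Cdh3 rose from 48.5 to 168 RPM and from 37.0 to 60.4 RPM, and Rapgef4 rose as well. These rises were thus not particular to the A-repeat deletion. With all 12 libraries in one fit Cdh3 did not pass (adjusted p = 0.556 from edgeR), nor did it with any clone left out, and Rapgef4 did not pass without 2C2. With the clone as replicate block, 4410 genes passed, and of the X-linked genes other than Xist among them 186 were lower and 48 higher. Same-clone libraries deviated together, with a mean correlation of 0.605 across genes. As a set, X-linked genes did not pass the threshold without the block (two-sided limma camera, adjusted p = 0.116 over 3 gene-set tests) or with the replicate block (adjusted p = 0.109 from limma camera). They passed with C11 left out (adjusted p = 0.0102 over 2 gene-set tests from limma camera), and over all alternatives the adjusted p from limma camera ranged from 2.8e-06 to 0.238.
The paper sets these values beside WT in Figure 3A and states that silencing was almost entirely lost.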

Induction of Xist RNA in XistΔAprec mESCs revealed near complete abrogation of Xist-mediated silencing ( Figure 3A), as we reported previously using the larger XistΔA deletion ( Nesterova *et al.*, 2019). 

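With Dox, Xist reached 1543 RPM in clone C1 (95% Wilson interval 1528 to 1558) and 1267 RPM in clone 2C2 (95% Wilson interval 1254 to 1281), a mean of 1405 ± 195 RPM (SD, n = 2 clones). With clone C11 at 1600 RPM, the mean was 1470 ± 178 RPM (SD, n = 3). These values were 28.0%, 23.0% and 29.0% of the single WT library with Dox, and each was below both XistΔm6A/11C replicates. The gap to WT is many times the SD between clones, but no test against 1 WT library is possible. Without Dox the clones had 124, 126 and 158 RPM, in the same order. The rise with Dox had a log2 fold change of 3.41 (standard error 0.14, adjusted p = 3.2e-04 from edgeR's quasi-likelihood test), and 3.41 with the replicate block. An exact two-sided permutation test of RPM with Dox against without gave p = 0.1, the smallest value that 3 clones against 3 allow. Tsix, which is transcribed from the opposite strand and was counted by strand, had a log2 fold change of -0.24 (standard error 0.08, adjusted p = 0.272 from edgeR). It was lower in all 3 clones, by log2 values from -0.30 to -0.15, and with the replicate block it passed the threshold (adjusted p = 1.8e-04 from edgeR).

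**Figure D3:**
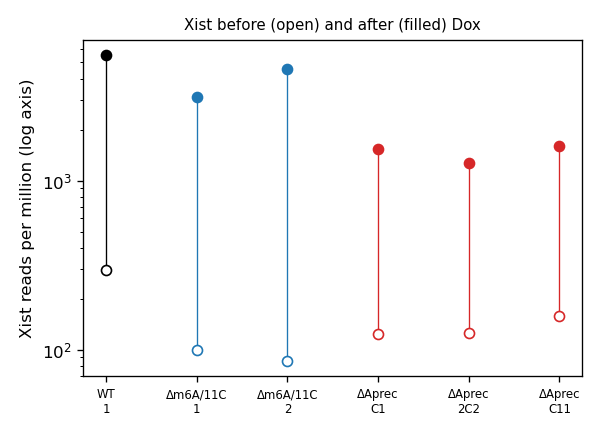
Xist RPM (y axis, log scale) before Dox (open) and after 24 h of Dox (filled) for each pair of libraries (x axis). With Dox the XistΔAprec clones lie between 1267 and 1600 RPM, below the XistΔm6A/11C replicates at 3140 and 4576 RPM and WT at 5514 RPM.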

Levels of Xist RNA after induction in XistΔAprec mESCs were significantly reduced compared to wild-type iXist-ChrX mESCs ( Figure 3B), again mirroring the phenotype observed in the XistΔA mESCs ( Nesterova *et al.*, 2019). To determine the effect on m6A deposition we induced Xist RNA expression and performed m6A-seq. As shown in Figure 3C, m6A deposition in the Xist 5’m6A region was entirely lost. Equivalent results were obtained using an independently derived XistΔAprec cell line ( Figure 3A–C). 

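The clones were also compared with one another. After Dox, 62.3% of the 318 genes had a lower Xi/(Xi+Xa) in C1, 56.9% in 2C2 and 69.8% in C11, against 94.3% in WT. Split by allele over 267 informative genes, the Xi allele changed by a log2 value of -0.12 in C1, -0.09 in 2C2 and -0.18 in C11, while it changed by -1.32 in WT. The Xa allele changed by -0.03 in C1 and -0.08 in 2C2, and by -0.0021 in C11. C1 and 2C2 differed from each other less than either differed from WT, and C11 had the largest Xi change of the 3 clones. The m6A-seq data of Figure 3C are not analysed here.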

Importantly, m6A deposition was unaffected at the 3’ region in Xist exon VII. Our findings confirm that the Xist A-repeat is required to recruit the m6A complex for m6A deposition at the Xist 5’ m6A region, presumably linked to RBM15/RBM15B binding.

**Figure 3.**
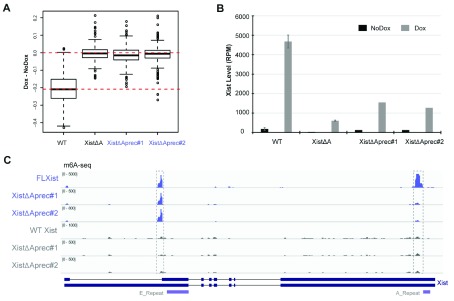
The A-repeat is required for m6A deposition at the 5’m6A region. **A**) Boxplots illustrating abrogation of Xist-mediated silencing in replicate (#1 and #2) of precise A-repeat deletion (XistΔAprec) mESC lines compared to wild-type (WT) and XistΔA mESCs described in Nesterova *et al.*, 2019. Allelic silencing (Dox-NoDox) was determined using ChrRNA-seq after one day of Dox induced Xist expression. **B**) Levels of Xist RNA in cell lines as indicated determined from chrRNA-seq data and expressed as reads per million (RPM). **C**) Genome browser snapshot showing m6A-seq data for the Xist gene in WT, ΔAprec#1 and #2 mESC lines as indicated. Input (black) and m6A IP (blue) tracks are included. Xist gene structure with the location of the A-repeat and E-repeat indicated is shown below.

### Proteins that interact with RBM15

The link between RBM15 and the m6A complex initially came from a proteomic analysis of interactors of the m6A regulatory subunit WTAP ( Horiuchi *et al.*, 2013) and was then confirmed in reciprocal co-immunoprecipitation experiments ( Patil *et al.*, 2016). However, RBM15 has also been shown to interact with other factors, notably the histone methyltransferase SET1B ( Lee & Skalnik, 2012), and to date there has been no unbiased analysis of the RBM15 interactome. To address this, we transfected a Dox inducible Rbm15-emGFP transgene into the previously described 3E XY mESC line, which carries a Dox inducible Xist transgene on chromosome 17 ( Tang *et al.*, 2010) ( Figure 4A). Co-induction of Xist and Rbm15 transgene expression resulted in emGFP-RBM15 fusion protein expression, allowing RBM15 and associated proteins to be purified using bead-coupled GFP-nanobodies ( Figure 4B and 4C). A proteolytic cleavage site between RBM15 and GFP was used to elute purified proteins ( Figure 4A–C), which, after benzonase treatment, were identified using MS/MS ( Figure 4D–F). Proteins purified from cells in the absence of Dox induction provided a negative control.

**Figure 4.**
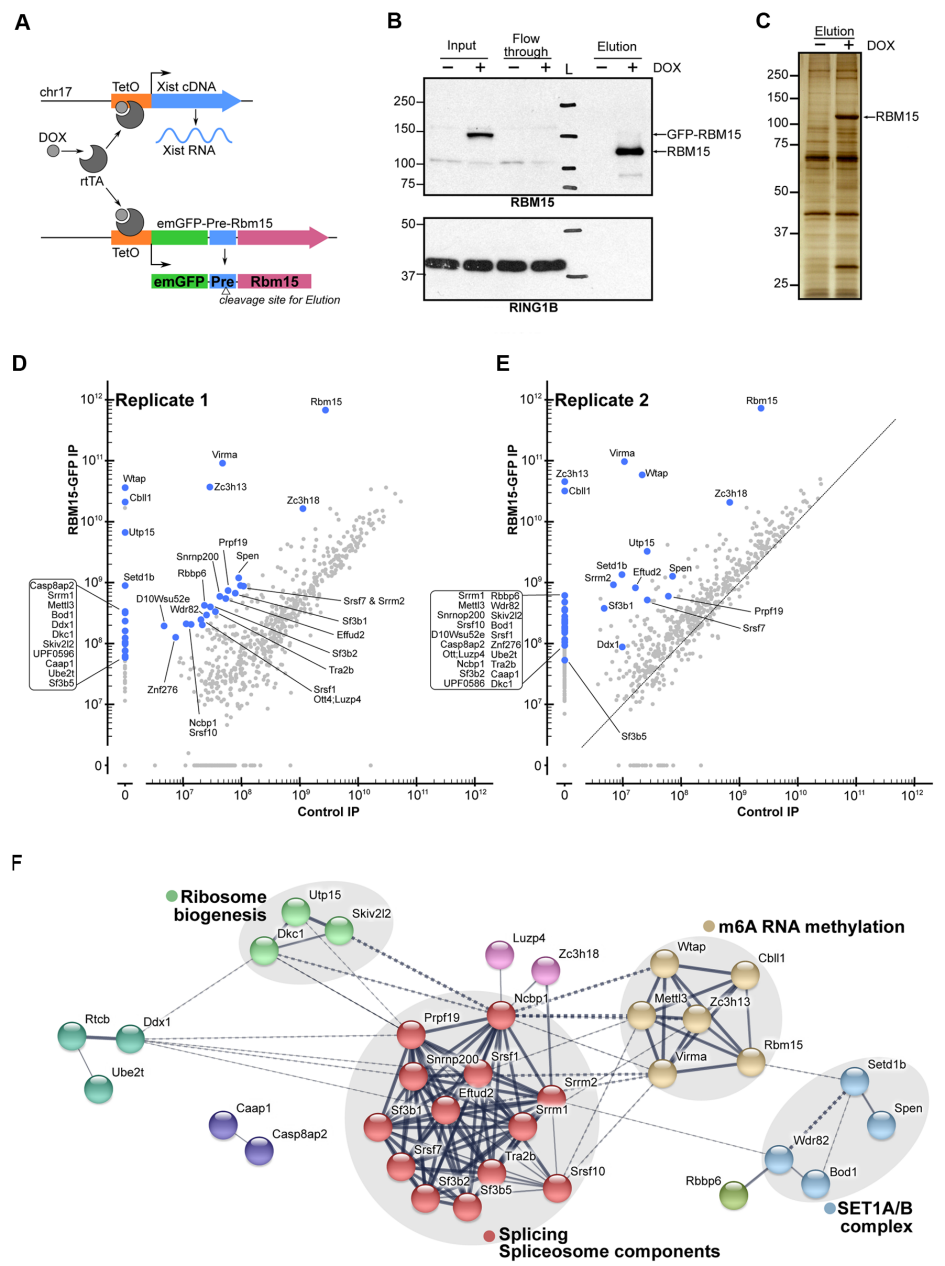
The RBM15 interactome in mESCs. **A**) Schematic illustrating strategy for expressing emGFP-tagged RBM15. Constitutively expressed Tet activator protein (rtTA) activates the TetO promoters driving both Xist cDNA and RBM15-GFP transgenes in the presence of Dox in mESCs derived from XY mESCs with inducible Xist transgene on Chr 17 described previously ( Tang *et al.*, 2010). The emGFP and RBM15 moieties are separated by a Pre proteolytic cleavage site. **B**) Western blot analysis of input and elution fractions from benzonase-treated ES cell nuclear extract, indicating the purification of RBM15 and efficient elution following cleavage of the GFP tag. RING1B was used as a loading control for input and flow-through samples. **C**) A silver stained gel of eluted proteins from mESC extracts in the absence (-) or presence (+) of Dox. Molecular weights (M _r_) are indicated in kDa. **D**) and **E**) Results of MS/MS analysis of replicate experiments highlighting those proteins that are enriched in both replicates. **F**) String analysis of RBM15 interactors highlighting that related proteins include subunits of the METTL3/14 and SET1A/B complex, and also components of the spliceosome and factors associated with ribosome biogenesis. Line thickness indicates the strength of data supporting the networks. Nodes are coloured based on known molecular functions.

The RBM15 interactome analysis is summarised in Figure 4F. We found strong enrichment of proteins of the core METTL3/14 complex and associated proteins, including WTAP, CBLL1, ZC3H13, KIAA1429. We also identified enrichment of several subunits of the SETD1B complex (SETD1B, RBBP6, WDR82). In addition, we found several abundantly represented proteins of potential interest. These include proteins associated with the spliceosome (components of U2 and U5 snRNPs), and factors involved in ribosome biogenesis. Finally, we detected enrichment of the RBM15-related SPOC domain protein SPEN. Further studies are required to ascertain if these latter enrichments are attributable to direct interactions with RBM15 or indirect interactions, for example co-purifying with either SETD1B or the METTL3/14 complex.

## Discussion

Deletion of the 5’ m6A region in Xist RNA reported here has a small effect on Xist-mediated gene silencing, clarifying inconsistencies from prior work analysing partial deletions of this region and/or loss of function of METTL3/14 complex subunits. There are some remaining caveats: the 3’ m6A region located in Xist exon VII is retained, and although it is located a significant distance away from regions of the Xist transcript implicated in Xist-mediated silencing, a redundant role with the 5’ m6A region cannot be entirely ruled out. It should also be noted that deletion of the 5’ m6A region may affect Xist function independently of the m6A modification and accordingly, the small silencing deficit that we observe represents the maximum contribution of m6A within this region.

The mechanism through which m6A on Xist RNA facilitates silencing is uncertain, with possibilities including a role for the m6A binding protein YTHDC1 in recruitment of silencing factors, as suggested previously ( Patil *et al.*, 2016), a role in establishing Xist RNA architecture so as to enable silencing/localisation of Xist RNA, or a role in the Xist RNA metabolism, for example regulating Xist RNA stability/turnover, as has been suggested for cytoplasmic mRNAs ( Ke *et al.*, 2017).

Our observation that the 5’ m6A region overlaps with DNA elements essential for activation of the Xist promoter provides an explanation for prior studies which reported that the A-repeat is required for Xist gene activation, as the deletions analysed in these studies also included much of the 5’ m6A region. We note that this region includes a putative binding site for the transcription factor YY1 (and/or the closely related transcription factor REX1), consistent with the proposed importance of YY1/REX1 in Xist gene regulation ( Gontan *et al.*, 2012; Makhlouf *et al.*, 2014). Further studies are required to determine if this single site is essential for the function of the Xist enhancer.

We find that a precise excision of the Xist A-repeat region abolishes m6A deposition at the Xist 5’ m6A region, but not at the Xist 3’ m6A region. This observation is consistent with RBM15 binding to the A-repeat, promoting localised deposition of m6A through recruitment of the METTL3/14 complex. Consistent with this conclusion, iCLIP analysis identified the A-repeat of human XIST RNA as the major site for RBM15 binding in XIST ( Patil *et al.*, 2016). Our observations thus lend support to the proposal that RBM15 (and presumably RBM15B), confer sequence specific targeting of the m6A complex mRNA, including Xist.

Our proteomic analysis of RBM15 in mESCs identified several associated factors/complexes in addition to those linked to the METTL3/14 complex. Most notably we observed several subunits of the SET1B histone methyltransferase complex. This interaction was defined previously and was shown to involve the RBM15 SPOC domain. It will be interesting in the future to determine whether the SET1B interaction is mutually exclusive with binding of the METTL3/14 complex, and its importance in the context of X inactivation. Further studies are required to validate other RBM15 interaction partners identified herein and to determine if they bind RBM15 directly or indirectly.

## Conclusions

The findings reported in this study support that m6A on Xist RNA makes a small contribution to its silencing function. We confirm that the Xist A-repeat is required for m6A deposition principally in the Xist 5’ m6A region, probably via binding of RBM15. The latter is supported by identification of the METTL3/14 complex as principal RBM15 interactors. However, other factors/complexes bind to RBM15, and these may also be important in RBM15 function. Finally, we define a critical sequence element for Xist gene activation during X inactivation.

## Data availability

### Underlying data

High-throughput sequencing data (chrRNA-seq and m6A-seq) on Gene Expression Omnibus (GEO), Accession number GSE142271: https://identifiers.org/geo:GSE142271

Mass spectrometry proteomics data on PRIDE, Accession number PXD017348: https://identifiers.org/pride.project:PXD017348

Mendeley Data: The role of the Xist 5’ m6A region and RBM15 in X chromosome inactivation. http://doi.org/10.17632/56f2m8nd9h.3 ( Coker *et al.*, 2020)

This project contains the following underlying data:

- Figure 2: Raw RNA-FISH images and scoring data
- Figure 4: Raw western blot and gel data

### Extended data

Mendeley Data: The role of the Xist 5’ m6A region and RBM15 in X chromosome inactivation. http://doi.org/10.17632/56f2m8nd9h.3 ( Coker *et al.*, 2020)

This project contains the following extended data:

- Methods: Plasmid sequences

Data are available under the terms of the Creative Commons Attribution 4.0 International license (CC-BY 4.0).

## Software availability

Source code available from: https://github.com/guifengwei/XCI/blob/master/Generate_BigWig_from_RNA_seq_Bam_mm10.sh

Archived source code at time of publication: https://doi.org/10.5281/zenodo.3657009 ( Wei, 2020)

License: BSD-2-Clause

How the deposited data were processed for this re-analysis (not part of the article)

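Chromatin-associated RNA was profiled in iXist-ChrX mESCs, a hybrid of 129S and Castaneus genomes in which Dox drives Xist from the 129S X chromosome. There were 12 libraries: WT with 1 library in each state, XistΔm6A/11C with 2 replicates in each state and XistΔAprec with 3 clones in each state, without Dox and after 24 h of Dox. The authors counted read pairs on genes with featureCounts (version 1.5.2) over gene spans of mm10, introns included and by strand, and deposited these counts without normalization, for all read pairs and for the read pairs assigned to each parental genome. Read pairs that overlap 2 genes on one strand were not counted by the authors. The genome with nearly all allelic Xist counts was taken as 129S, the genome that carries the inducible Xist. The libraries held from 18893447 to 36007145 counts on genes, with a median of 26552191. The labels name WT once in each state, and the paper compares with an earlier data set for WT that is not used here.

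From the counts, Xist RPM was computed over all counts on genes. Allelic silencing was Xi/(Xi+Xa) with Dox minus without Dox, over X-linked genes with a mean of at least 10 allelic counts, as a median per pair. Total change was the median log2 change of X-linked genes minus that of autosomal genes, for genes with a mean of at least 50 counts and with a pseudocount of 0.5. Gene tests used edgeR (version 4.0.16) quasi-likelihood fits with TMM normalization and filterByExpr with a minimum count of 10, separately for XistΔAprec and XistΔm6A/11C, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene sets were tested with camera of limma (version 3.58.1) with an estimated inter-gene correlation and adjustment over 3 gene-set tests. DESeq2 (version 1.42.0) served as an alternative. These ran in R 4.3.3, and the other values in Python 3.11.15 with scipy 1.17.1. Groups of 3 and 2 pairs were compared by exact two-sided permutation tests, in which p is doubled from the one-sided value. Random lists were drawn 10000 times, and counts were resampled 1000 times. WT has no replicates and enters no test across genes. The paper's text does not name the clones behind its XistΔAprec lines, and all 3 clones were used. The data of C11 carry another designation of the deletion than those of C1 and 2C2, and leaving out C11 was one of the alternatives. The replicate pairs come from the clone names and the replicate numbers of the labels.

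The gene tests were tested on simulated counts in which 200 genes were changed by 2-fold or more. The simulated libraries of one pair were drawn without correlation. The shares recovered therefore do not give the power for smaller changes, such as the X-linked median log2 fold changes of -0.50 in XistΔm6A/11C and -0.12 in XistΔAprec. Of the 200 changed genes, 76% were recovered with 3 clones against 3 among 14866 genes (9 false calls among 14666 unchanged genes), and 11% with 2 replicates against 2 among 15140 genes (1 false call among 14940 unchanged genes). Simulated changes of 0, -0.05 and -0.15 in Xi/(Xi+Xa) over 319 genes were recovered as -0.0045, -0.048 and -0.151. The median of clone 2C2 over informative genes, -0.00697, is close to the value recovered for no change. Gene types were found for 94.6% of gene names in GENCODE M21.

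Before the counts were seen, the genes to be named were fixed as Xist, Tsix, the genes for SPEN, RBM15 and the m6A complex, and up to 3 genes per line with the largest change among those past the threshold and moving the same way in every pair. The designs and most alternatives were fixed at the same time, and these alternatives cover normalization, count filters, pseudocount, pairing and leaving out each replicate. For the log2 fold change of Xist, the fits without a count filter and with DESeq2 size factors were added after seeing the data, as was the adjustment over the gene-set tests. Any other gene or segment was chosen after its values were seen. The other Xist deletions of Figure 1C, m6A-seq, RNA FISH and mass spectrometry are not analysed here.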

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

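All tests of explanations in this part were chosen after the results were seen.

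X-linked genes distal of Xist, whose median Xi share was at most 0.961% in any library and which allelic ratios therefore hardly cover, fell with Dox in total counts, which the paper does not report. The median log2 change of 177 such genes relative to autosomes was -0.64 in WT, -0.68 and -0.42 in the XistΔm6A/11C replicates, and -0.11, -0.21 and -0.18 in XistΔAprec clones C1, 2C2 and C11. Relative to autosomal lists matched on expression and gene length, the smallest fall in the WT and XistΔm6A/11C pairs was -0.43, and relative to lists matched on GC content it was -0.46, with no list of 10000 as low in any of these pairs. The largest fall in a XistΔAprec clone was -0.21, smaller than in every WT and XistΔm6A/11C pair, so a response to Dox that needs no silencing does not account for the size of the fall. A candidate explanation is that the distal part of Xi is also Castaneus and is silenced along with the rest. With 1 WT library and no DNA data, this remains a hypothesis.

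The X-linked gene set changed differently with Dox in XistΔm6A/11C and XistΔAprec (limma camera on the interaction, p = 0.00187 and adjusted p = 0.00562 over 3 gene-set tests), with a median log2 difference of -0.38, while the exact two-sided permutation test on the medians of the pairs gave p = 0.2, the smallest it can give. With the replicate block the adjusted p = 0.105 from limma camera did not pass, and the median difference was -0.40. Neither the labels nor the paper give a library batch, but Rmrp was between 4056 and 7638 RPM in the XistΔm6A/11C libraries and between 498 and 918 RPM in the other 8. This difference between libraries runs with the line and cannot be told apart from it, though it is present with and without Dox.

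Clone C11, which may not be among the lines the paper plots (they are matched by value alone, and the clones are not named in its text), had a median change in Xi/(Xi+Xa) of -0.0338 over informative genes, more than C1 (-0.0170) and 2C2 (-0.00697). The share of allelic counts from the domesticus genome, which carries the inducible Xist, over genes on chromosome 1 above 180 Mb was 0.024 in C11 without Dox and between 0.48 and 0.52 in the other 10 libraries. Total counts of that segment were 0.62 or more higher on the log2 scale in the other libraries, which is consistent with loss of the domesticus copy. On chromosome 6 above 120 Mb the share of domesticus counts was 0.357 in C11 without Dox, and total counts in the other libraries were lower, with a log2 value of -0.41 or less, which is consistent with an extra Castaneus copy. The segments were chosen after their values were seen. Whether these changes bear on silencing in C11 was not tested.

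The share of domesticus counts on chromosome 11 was 0.688 in clone C1 without Dox, between 0.681 and 0.685 in the XistΔm6A/11C libraries, and 0.522 in C11 without Dox. In 2C2 it was 0.500 and 0.501 over the whole chromosome, but 0.366 and 0.364 above 100 Mb, where total counts were 0.45 and 0.44 above C11 without Dox on the log2 scale, which was not tested further. Clones other than C11 thus also differ in their chromosomes. The shares on the 16 autosomes other than 8, 11 and 12 lay between 0.499 and 0.536. On chromosome 11, WT lay above this range, at 0.546 without Dox and 0.551 with Dox. Its total counts there were 0.12 and 0.11 above C11 without Dox on the log2 scale, which was not tested further. The range over libraries was 0.191, and since all lines share the same pair of genomes, mapping bias between genomes does not account for it. Total counts of chromosome 11 in C1 and XistΔm6A/11C were at least 0.36 above C11 on the log2 scale, against 0.58 for 3 copies in place of 2, which is consistent with an extra domesticus copy. No condition of the experiment was tested as a biological explanation.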

How the results depend on the processing

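Allelic silencing kept its sign in WT and XistΔm6A/11C under every alternative run. With only genes with a NoDox ratio from 0.1 to 0.9, it moved to -0.199 in WT, -0.139 in XistΔm6A/11C and -0.019 in XistΔAprec. With the mean in place of the median it was -0.119, -0.087 and -0.015, and with at least 30 allelic counts it was -0.126 in WT. The total change of X-linked genes moved beyond its error only in WT, to -0.587 with a mean of at least 10 counts and to -0.589 with the mean over genes. The error was the counting interval in WT but the wider SD between replicates in the other lines, so WT was not shown to be less stable. In XistΔm6A/11C the total change went from -0.501 to -0.517 with at least 10 counts, within its SD of 0.158.

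Xist in WT with Dox was 5481 RPM with TMM effective library sizes, 5673 RPM without the 10 most abundant genes and 5814 RPM over autosomal genes, outside its counting interval. The log2 fold change of Xist in XistΔm6A/11C passed the threshold with DESeq2 (5.42), with all 12 libraries in one edgeR fit (5.42) and with the replicate block (5.35). Of the alternatives chosen after seeing the data, it passed without the count filter (5.40) but not with DESeq2 size factors in edgeR (5.42). It ranged from 4.93 to 5.80 when 1 replicate was left out. In XistΔAprec it ranged from 3.30 to 3.46 across the 3 fits that each left out one clone, and did not pass without 2C2.

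The number of genes that passed the threshold with Dox depended most on the model. In XistΔAprec, 3 genes became 362 with DESeq2 and 4410 with the replicate block, and from 0 to 2 when each clone was left out. The 3 genes were among those of DESeq2 and of the block fit. Only 1 of the 4 splits of the XistΔAprec libraries that part every clone's pair, the real one, gave as many genes, and the same was true of the camera p of the X-linked set, but 4 splits cannot give a share under 0.05. In XistΔm6A/11C, 0 genes (173 at an unadjusted p under 0.05) became 3 with DESeq2, 2 without the count filter, 2 with all 12 libraries in one fit and 237 with the replicate block.

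The X-linked gene set in XistΔAprec passed with a preset inter-gene correlation (camera p = 2.8e-06), and its p ranged from 0.0102 to 0.238 across the fits that each left out one clone, passing only without C11. In XistΔm6A/11C it no longer passed with the replicate block (camera p = 0.145), where the estimated inter-gene correlation was 0.276 against 0.071 without it. The causes of this and the other changes in this part were not tested. Before adjustment, the difference between the lines stayed under 0.05 with the block, the preset correlation and each XistΔAprec clone left out. With windows of 40 Mb there were 5 in place of 9, and all 5 fell in every line.

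Among named genes and Xist without Dox, 23 of 134 other values changed: 5 weaker, 7 stronger, 9 reversed and 2 moved. In XistΔAprec, Cdh3 no longer passed with all 12 libraries in one fit (adjusted p = 0.556 from edgeR) or with any clone left out (adjusted p from 0.143 to 0.909 with edgeR), and Rapgef4 no longer passed without 2C2 (adjusted p = 0.909 from edgeR). Also in XistΔAprec, the replicate block brought Ythdc1 (log2 fold change -0.34), Rbm15 (-0.27), Rbm15b (-0.35), Spen (-0.17) and Tsix (-0.24) past the threshold as lower, with adjusted p from 2.5e-06 to 0.0329, and Ythdc1 also passed with DESeq2 (-0.35). Of these named genes, Spen was not lower in every clone (log2 changes from -0.36 to 0.04 over the clones), while the others were. In XistΔm6A/11C the block brought Tsix (-0.93) past the threshold. The reversed values lay close to 0. Wtap ranged in XistΔAprec from -0.057 to 0.042 across the fits that each left out one clone, positive only without 2C2, and changed sign in XistΔm6A/11C with DESeq2 (0.015), with DESeq2 size factors (0.011), without the count filter (0.0049), with all libraries (0.013) and with the block (0.0080). Ythdc1 changed sign in XistΔm6A/11C with DESeq2 (0.0025), DESeq2 size factors (0.0023) and all libraries (0.00045).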

Differences from the paper's values

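Over all X-linked genes with at least 10 allelic counts, the median change in Xi/(Xi+Xa) was -0.110 in WT against the paper's about -0.20 in Fig. 1C, read by eye, and -0.061 in XistΔm6A/11C against the paper's about -0.14 in Fig. 1C. In XistΔAprec it was -0.0018 in clone C1 against the paper's about -0.015 in Fig. 3A, and 0 in clone 2C2 against the paper's about -0.005 in Fig. 3A. The number of genes was 505 against the paper's 267 for Fig. 1B and the paper's 249 for Fig. 1C. With only genes with a NoDox ratio from 0.1 to 0.9, an alternative set before the data were examined, the values were -0.199 in WT, -0.139 in XistΔm6A/11C, -0.017 in C1 and -0.0070 in 2C2 over 319 genes, and none of these medians differed from the paper by more than the larger error, and the number of genes came closer. Clones C1 and 2C2 are matched to the paper's lines by value alone, so their closeness to Fig. 3A is no independent check. Over the 319 genes their error was the SD over all 3 clones, 0.0135, which is larger than the gap between the values plotted for the paper's lines. With the mean in place of the median, C1 (-0.016) and 2C2 (-0.0085) also fell within the error, but WT (-0.119) and XistΔm6A/11C (-0.087) did not. With at least 30 allelic counts and with crossed XistΔm6A/11C pairs the differences stayed.

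The paper states that Xist levels after induction were alike in XistΔm6A/11C and WT. Here the XistΔm6A/11C replicates were at 56.9% and 83.0% of the single WT library, at 5514 RPM, where the paper's plotted WT values are about 4000 in Fig. 1D and about 4700 in Fig. 3B, read by eye. The mean of the XistΔm6A/11C replicates was 3858 RPM, where the paper's plotted value is about 3800 in Fig. 1D.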

Other observations

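All tests in this part were chosen after the results were seen, and genes other than Xist, Tsix, Rapgef4, Cdh3 and the SPEN and m6A genes were singled out from their values.

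The median of X-linked genes was slightly lower in XistΔAprec with Dox, but as a set they did not pass the threshold (adjusted p = 0.116 without and adjusted p = 0.109 with the replicate block from limma camera). Relative to lists matched on expression and gene length, the smallest fall among the clones was -0.07, and relative to GC-matched lists it was also -0.07 (-0.071 and -0.075), with no list of 10000 as low in any clone. For the genes proximal of Xist alone, 54 lists matched on expression and gene length were as low as C1, and 3 and 32 GC-matched lists were as low as C1 and 2C2. The domesticus allele fell more than the Castaneus allele by only -0.011 on the log2 scale in 2C2. Over 267 informative genes the total fall in 2C2 was -0.096, against -0.018 had Xa stayed constant. Most of the fall in that clone was thus shared by both alleles, and silencing of Xi alone does not account for its size. In C1 and C11 the total falls were -0.073 and -0.091, against -0.046 and -0.098. Each value rests on 1 pair of libraries, and a small residual silencing in 2C2 is not excluded.

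In total counts, XistΔm6A/11C replicate 1 fell as much as WT (-0.61 against -0.57), while its allelic change was smaller. Relative to autosomal lists matched on transcript GC content, the falls were -0.51 in replicate 1, -0.42 in replicate 2 and -0.57 in WT. GC content may thus account for part of the fall in replicate 1. Relative to lists matched on expression and gene length, the falls were -0.59, -0.39 and -0.56 in the same order, so that match did not change the order. Over 267 informative genes the Xi allele fell less in replicate 1 than in WT (-1.13 against -1.32), while the Xa allele fell more (-0.18 against -0.05). The total fall of these genes in replicate 1 was -0.56, against -0.40 had Xa stayed constant. Whether GC content bears on the fall of Xa was not tested. Replicate 1 had less Xist than replicate 2 (3140 against 4576 RPM) but the larger allelic change (-0.154 against -0.124), so the level of Xist does not order these replicates by silencing.

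Among 11811 autosomal genes, Rapgef4 and Duox1 were more than 2-fold higher with Dox in all 6 pairs, and none was more than 2-fold lower in all. Rapgef4 rose from 40.5 to 228 RPM in WT, with log2 changes from 2.45 to 3.45 over the pairs, and Duox1 had log2 changes from 2.15 to 3.73 from a low level of 0.67 RPM in WT. Of 32 ways of swapping Dox and NoDox within pairs, mirror images counted once, 1 gave as many genes, the real one. The smallest change in a XistΔAprec clone was 2.95, so near-absent silencing did not prevent the rise. The genes may respond to Dox, to the transactivator or to Xist RNA itself, which these lines cannot separate.

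The genes called in XistΔAprec with the replicate block were related to gene length. Across 14275 genes not on X, the log2 change and gene length had a Spearman correlation of 0.26 (genes are not independent replicates), and the median length was 70026 for genes called higher and 18144 for genes called lower. A technical bias with gene length may contribute to these calls, and a response of long genes to Dox was not tested apart from it.

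The share of domesticus counts on chromosome 8 was between 0.350 and 0.360 in all libraries, a range of 0.010. A bias between the genomes that acts on every chromosome would also have moved the other autosomes, and 16 of them lay between 0.499 and 0.536. A bias confined to chromosome 8 cannot be told apart from a change shared by all lines. On chromosome 12 the share was between 0.516 and 0.528 below 60 Mb and between 0.265 and 0.286 above 80 Mb in all libraries, which was not tested further. Mid1, which lies on X, was at 9358 and 10386 RPM in clone C11 and between 496 and 633 RPM in the other 10 libraries. No explanation was tested for Mid1.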
